A study of Mus musculus with 12 samples. Its data were reported in "Decoupling the impact of microRNAs on translational repression versus RNA degradation in embryonic stem cells" (2018).

How the data were processed

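Mouse embryonic stem cells (ESCs) and the epiblast-like cells (EpiLCs) derived from them were compared in 12 RNA libraries. ESCs were kept in the naive state by LIF and the 2i inhibitors, and EpiLCs were collected 56 h after LIF and 2i were taken away. Cells were fed the uridine analogue 4-thiouridine (4sU) at 500 µM for 30 min, so that RNA made during the pulse carried a thiol group. From the extracted RNA, labelled molecules were biotinylated and captured (4sU libraries, a measure of nascent RNA), while ribosomal RNA was depleted from the unselected RNA (total libraries). The labels gave 4 groups, each cell type by each assay, with 3 libraries per group.

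The deposited table holds raw read counts per gene, which the authors made from strand-specific single-end reads. They trimmed adapters, aligned to the mouse genome build mm10 with STAR, kept reads with a unique position, and summed reads over the exons of each GENCODE M14 gene with featureCounts 1.5.3, with ribosomal RNA genes removed from the annotation. Unique alignment drops reads that match near-identical copies, so values of genes with close paralogs or pseudogenes are uncertain. The table had 51559 entries, of which 51467 were genes and 92 were spike-in sequences. The spike-in entries had 0 reads in all 12 libraries and gave no absolute scale. A read in any library was found for 32144 genes. Gene positions are those of the deposited table (mm10, 1-based). Gene types and transcript features came from GENCODE M21, which held 51274 (99.6%) of the gene IDs.

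Deposited counts summed to 3097693 to 5385644 reads per 4sU library (median 4169803) and to 9300845 to 21975684 per total library (median 10971213). Reads carried no molecular identifiers, so the precision given by these totals covers counting error only, and the 4sU libraries limit it. Levels of single genes are given as CPM (counts scaled to a fixed library total) adjusted by the trimmed mean of M values (TMM), except where CPM of library totals is stated, which carries no TMM adjustment. The lower bounds on folds and the mean CPM of the naming rule use library totals as well.

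Genes with at least 3 CPM in at least 3 libraries were kept (14731 genes: 12312 protein-coding, 879 long non-coding, 821 of the annotation class TEC, which holds transcripts still awaiting experimental evidence, and others). After the methods of the study, a linear model of cell type and assay was fitted to all 12 libraries with limma-voom (limma 3.58.1, edgeR 4.0.16 for TMM, R 4.3.3). The mRNA change was EpiLC total minus ESC total, the nascent change was EpiLC 4sU minus ESC 4sU, and the mRNA stability change was the interaction, the mRNA change minus the nascent change. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Relative mRNA stability was log2 of total over 4sU. It is relative because each library was scaled to its own composition. Every adjusted p printed for a gene came from limma-voom unless another tool is named.

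The labels number the libraries 1, 2 and 3 in each group. A 4sU and a total library of the same cell type and number are called a culture here for values given per culture, although the labels do not say that the number marks a shared extract. Means and SDs are over the 3 cultures of a cell type. Long non-coding and protein-coding genes were compared by an exact sign-flip test over the 6 cultures. Transcript features (12042 protein-coding genes, 1 principal transcript each) were related to stability by Spearman correlation across genes and by a rank-based multiple regression on 7 features. Sites for the ESC-enriched microRNA family were seed matches in the 3′ UTR; published target predictions were not used here. Genes with sites were compared with 10000 random gene lists matched on 3′ UTR length and expression and with 100 sets of shuffled heptamers. The lists were drawn from all genes, with and without sites. Gene classes were tested on the interaction with camera (preset correlation 0.01) and fry, adjusted over 5 classes. A list of 15 fibroblast genes was written to test for carried-over fibroblast RNA. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

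The marker lists (21 genes), the 6 stability candidates, the class definitions, the tests and most alternatives were chosen before the data were examined. Beyond those genes, the text names, for each contrast, the 3 largest rises and the 3 largest falls among called genes with a mean of at least 10 CPM and no overlap between the libraries (or cultures) of the cell types; this left 1938 genes for mRNA, 1862 for nascent RNA and 131 for stability. Alternatives covered the scaling, the expression filter, edgeR's quasi-likelihood test, DESeq2 1.42.0, sample quality weights, thresholds, replicate blocks, GC and length trends, and each library left out in turn. Leaving out both ESC replicate 3 libraries, restricting stability calls to protein-coding genes, and restricting long non-coding genes to those without a same-strand neighbour were added after the data were seen. On simulated counts for 14302 genes with 4-fold changes, limma-voom recovered 99 of 100 stability changes with 4 false calls and 200 of 200 mRNA changes with 2 false calls. The changed genes were drawn from those with a mean of at least 10 CPM, and no other gene changed. Recovery of smaller changes, or of changes in genes with fewer reads, was therefore not tested. Replicate libraries were tested for duplication by chi-square over genes, and no pair was a duplicate.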

Results

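The study followed naive ESCs into the formative, epiblast-like state and asked how far changes in mRNA level come from transcription and how far from mRNA stability. Nascent RNA (4sU) and total RNA were each measured in 3 libraries of ESCs and 3 of EpiLCs, 12 libraries in all. Summed gene counts ran from 3097693 to 5385644 reads in the 4sU libraries and from 9300845 to 21975684 in the total libraries, so nascent values carry the larger counting error.

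Replicates were compared first. Spearman's rho of log2 CPM between replicates was 0.970 to 0.988 for ESC 4sU, 0.985 to 0.998 for ESC total, 0.987 to 0.990 for EpiLC 4sU and 0.995 to 0.997 for EpiLC total. Between cell types rho was 0.892 to 0.903 for total RNA and 0.853 to 0.872 for 4sU RNA, below each range within a group. No replicate pair could be the same library, because counts differed by more than sampling noise in each pair (chi-square per degree of freedom 1.42 to 28.3). The first principal component held 54.9% of the variance and separated the assays; the second held 37.0% and separated the cell types. The third held 2.32% and set ESC replicate 3 apart from the other ESC libraries in both assays. Its scores were -41.45 (4sU) and -36.25 (total). The other ESC libraries had 9.53 and 13.67 (4sU) and 28.25 and 26.10 (total). Scores of the EpiLC libraries ran from 5.97 to 10.76 (4sU) and from -9.71 to -5.33 (total), so in total RNA they lay between the ESC libraries.

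**Figure D1:**
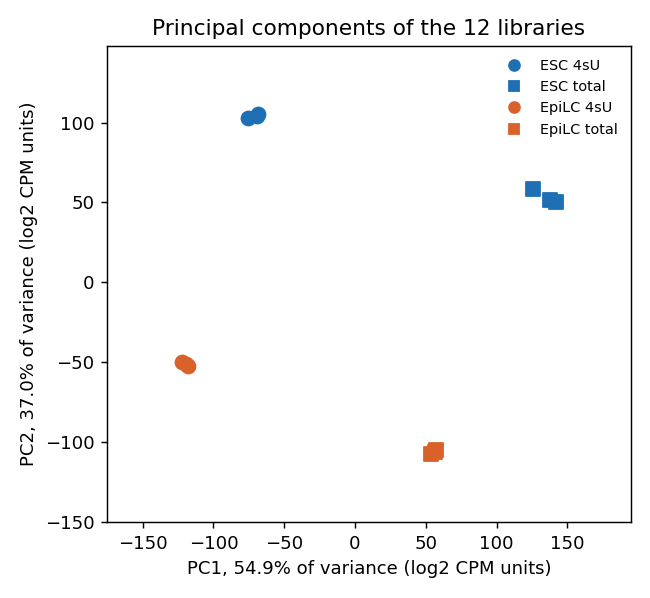
Each point is 1 of the 12 libraries, placed by its first (x axis, 54.9% of variance) and second (y axis, 37.0%) principal component of log2 CPM; circles are 4sU and squares total libraries, blue ESC and orange EpiLC. The 3 libraries of each of the 4 groups lie together and apart from the other groups.

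Marker genes fixed beforehand were used to check the state of the cells. All 10 naive markers were lower in EpiLC total RNA and past the threshold, and all 7 primed markers were higher, 6 of them past it. Of the 21 markers, 4 of them general pluripotency genes, 19 had an adjusted p under 0.05 over all genes, and 19 when adjusted over the list alone (limma-voom, BH). Zfp42, Esrrb and Klf4 among the naive and Dnmt3b, Otx2 and Fgf5 among the primed markers were shown by the study from these samples, so they are not independent evidence. Zfp42 (chromosome 8, 43295063 to 43306980) went from 393 ± 13.5 to 23.6 ± 1.01 CPM (SD, n = 3), a log2 fold change of -4.05 ± 0.08 (SE; limma-voom adjusted p = 4.2e-13). Esrrb (chromosome 12, 86361117 to 86521628) changed by -5.95 ± 0.24 (limma-voom adjusted p = 7.21e-11), and Klf4 (chromosome 4, 55527143 to 55532466) by -6.63 ± 0.27 (limma-voom adjusted p = 8.97e-11). Dnmt3b (chromosome 2, 153649450 to 153687730) went from 140 ± 5.35 to 1292 ± 165 CPM, a change of 3.20 ± 0.09 (limma-voom adjusted p = 3.64e-12), and Otx2 (chromosome 14, 48657679 to 48667513) changed by 4.21 ± 0.22 (limma-voom adjusted p = 7.59e-10). Fgf5 (chromosome 5, 98254184 to 98277030) went from 0.110 ± 0.117 to 43.7 ± 3.92 CPM.

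Prdm14, with at most 1 read in each EpiLC total library, was at least 130-fold lower. Lef1 was not called (1.05 ± 0.54, limma-voom adjusted p = 0.101); across the fits that left out a library its adjusted p ran from 0.0137 to 0.202, and it passed the threshold without ESC 4sU replicate 1 or 3. Dnmt3a (1.10) fell short of the fold threshold without ESC total replicate 3 (0.92). Among the general pluripotency genes, Sox2 was lower (-3.55), Lin28a higher (1.80) and Sall4 not different (0.05, limma-voom adjusted p = 0.684).

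**Figure D2:**
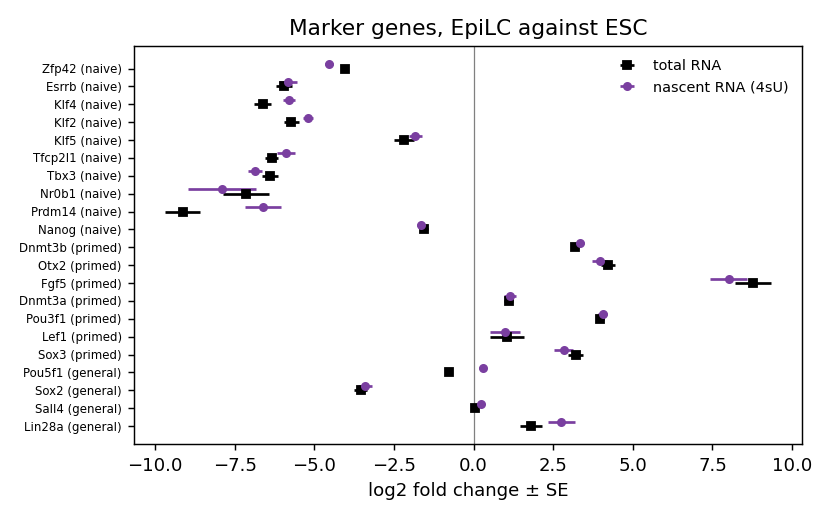
Log2 fold change of EpiLC against ESC (x axis, ± SE from limma-voom, n = 3 libraries per group) for the 21 marker genes, in total RNA (black squares) and nascent RNA (purple circles). The 10 naive markers lie left of 0 and the 7 primed markers right of it in both assays.

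In total RNA, 4057 of 14731 genes (27.5%) changed, 2404 higher and 1653 lower in EpiLCs. The setting that moved these counts most was the adjusted p alone, with 4617 higher and 4729 lower. By the naming rule the largest rises were those of Fndc3c1 (chromosome X, log2 fold change 8.79 ± 0.53), Fgf5 (8.78 ± 0.57) and Thbs1 (chromosome 2, 8.66 ± 0.48). They rest on few reads: ESC total libraries held 1 to 5 for Fndc3c1, 0 to 4 for Fgf5 and 6 to 14 for Thbs1. Across the 12 fits that left out a library the changes ran from 8.22 to 9.35, from 7.73 to 9.48 and from 8.24 to 9.03, so their order was not settled. The largest falls were those of Accsl (chromosome 2), Lrrc31 (chromosome 3) and Prdm14 (chromosome 1). For these 3 genes EpiLC total libraries held at most 1 read, and the falls were at least 126-fold for Accsl and at least 113-fold for Lrrc31, beside the bound for Prdm14 above.

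In nascent RNA, 3749 genes (25.5%) changed, 1756 higher and 1993 lower. Fgf5 and Fndc3c1 rose at least 152.7-fold and at least 71.5-fold from ESC libraries with at most 2 reads, and Thbs1 rose by 7.88 ± 0.39 on the log2 scale. Mymx (chromosome 17) and Lrrc31 fell at least 70.76-fold and at least 57.1-fold, and Jam2 (chromosome 16) changed by -8.19 ± 0.40.

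To compare transcription with mRNA level, both changes were set against each other. Of the 4057 genes with an mRNA change, 2940 (72.5%) had a nascent call in the same direction, 4 in the opposite direction, and 1113 had none. Across the 14731 genes, which are not independent replicates, Spearman's rho of the 2 changes was 0.829 (permutation of genes, two-sided, p = 1e-05, the smallest that 100000 permutations give). Per replicate number it was 0.722, 0.802 and 0.780. Among genes with an mRNA change rho was 0.942, and among protein-coding genes 0.879; without an expression filter it was 0.641.

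**Figure D3:**
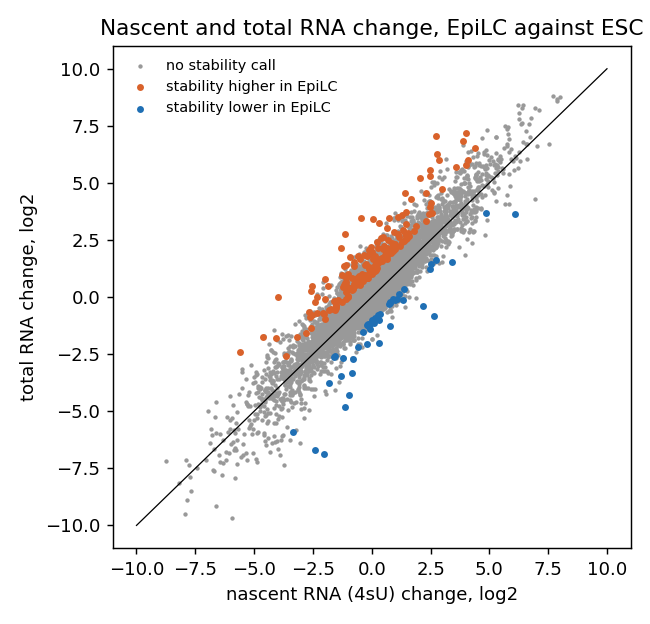
Each point is 1 of 14731 genes, with its nascent change on the x axis and its total RNA change on the y axis (log2, EpiLC against ESC); the line marks equal change. Orange and blue points are the 182 genes with higher and the 45 with lower mRNA stability in EpiLCs, above and below the line.

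Stability changed for fewer genes. The interaction passed the threshold for 227 genes (1.54%), 182 higher and 45 lower in EpiLCs, so that 80.2% of calls were higher. That share was 66.7% with the median-of-ratios scaling (132 and 66 genes), 70.5% with TMM within each assay (141 and 59) and 90.0% with library totals alone (253 and 28). It fell to 54.2% without an expression filter (97 and 82) and to 58.7% with the adjusted p alone (397 and 279). The median stability change over all genes was 0.11 and moved by at most 0.09 under these scalings. Among the higher genes 117 were protein-coding, 30 long non-coding and 22 TEC; of the lower genes 44 were protein-coding. Where the 4sU and total library of the same number were treated as a pair, with a block for each culture, the counts were 432 and 90. The counts depended on single libraries: the higher calls ran from 72 without EpiLC 4sU replicate 2 to 570 without ESC total replicate 3, and the lower calls from 20 without EpiLC total replicate 2 to 86 without ESC total replicate 3. The strictest setting, limma treat against a log2 fold change of 1, gave 2 higher genes (107 at an unadjusted p under 0.05) and 0 lower genes (27 at an unadjusted p under 0.05).

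B3gnt5 (ENSMUSG00000022686.14, chromosome 16, 19760208 to 19772753) had the largest rise in stability under the naming rule, 2.35 ± 0.15 (limma-voom adjusted p = 2.28e-06). Its total RNA was 102 ± 5.63 CPM in ESCs and 103 ± 2.92 in EpiLCs (SD, n = 3), while its nascent RNA was 194 ± 19.3 and 38.7 ± 5.19 CPM. Col2a1 (chromosome 15, 97975602 to 98004695) followed with 2.29 ± 0.28 (limma-voom adjusted p = 0.00126) and Myl9 (chromosome 2, 156775420 to 156781658) with 2.28 ± 0.29 (limma-voom adjusted p = 0.00153). All 3 kept their call in each of the 12 fits that left out a library. The largest falls were less firm. Fam25c (chromosome 14, 34351881 to 34355433) changed by -2.58 ± 0.68 (limma-voom adjusted p = 0.048), with at most 9 reads in any EpiLC library, and lost its call in 10 of these 12 fits, with an adjusted p of up to 0.187. Cldn7 (chromosome 11, 69964779 to 69967885) changed by -2.45 ± 0.51 (limma-voom adjusted p = 0.0168), with at most 7 reads in an ESC 4sU library; without ESC 4sU replicate 1 or 2 the call was lost (adjusted p up to 0.0643). Mir6236 (chromosome 9, 110281287 to 110281409) changed by -2.35 ± 0.50 (limma-voom adjusted p = 0.0186) and lost its call without EpiLC total replicate 2 or 3 (adjusted p up to 0.0682); it is a locus on which ribosomal RNA reads were not excluded.

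Pou5f1 (chromosome 17, 35506018 to 35510772) was the only marker with a stability call, -1.05 ± 0.15 (limma-voom adjusted p = 0.00263). Its total RNA went from 937 ± 16.4 to 551 ± 4.53 CPM (SD, n = 3), a log2 fold change of -0.77, against a nascent change of 0.28 (limma-voom adjusted p = 0.0508). Without ESC 4sU replicate 3 the stability change was -0.87, short of the fold threshold.

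Within each cell type stability spanned a wide range. In ESCs the 75th percentile of total over 4sU lay 4.31-fold above the 25th (4.40 ± 0.20 per culture, SD, n = 3), and the 99th lay 188-fold above the 1st (245 ± 55.8). In EpiLCs the folds were 3.79 (3.87 ± 0.0503) and 96.8 (130 ± 8.72). Limiting the genes to protein-coding ones moved these values most, to 3.17 and 63.6 in ESCs and 2.88 and 43.7 in EpiLCs. Gene by gene, stability in ESCs and EpiLCs was correlated with rho 0.938 across genes.

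Long non-coding genes were compared with protein-coding genes to see how far gene type goes with this range. Their median log2 stability differed by -3.13 ± 0.09 in ESCs and -2.63 ± 0.11 in EpiLCs (mean ± SD of 3 cultures), and the difference was negative in 6 of 6 cultures (exact sign-flip test, two-sided, p = 0.0313, the smallest that 6 cultures allow). From the fitted values the differences were -3.17 and -2.70. Without an expression filter they were -1.65 and -1.31.

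**Figure D4:**
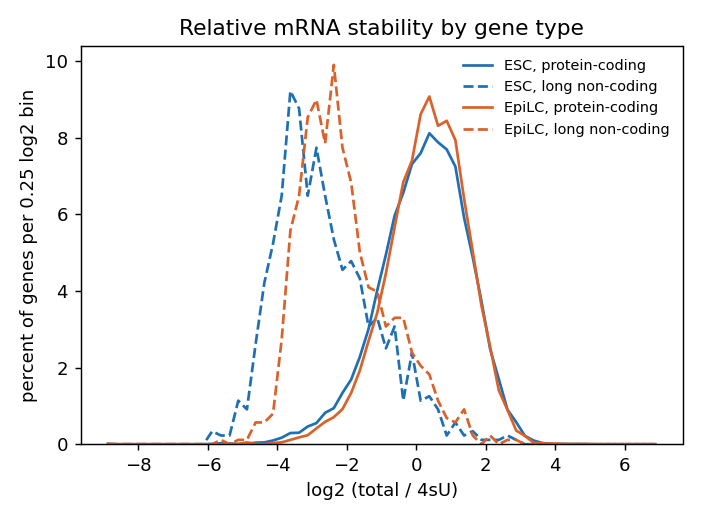
Distribution of relative mRNA stability (x axis, log2 of total over 4sU; y axis, percent of genes per 0.25 log2 bin) for 12312 protein-coding (solid) and 879 long non-coding (dashed) genes in ESCs (blue) and EpiLCs (orange). Medians of the long non-coding genes were -2.87 in ESCs and -2.32 in EpiLCs, those of the protein-coding genes 0.30 and 0.37.

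Which transcript features go with stability was examined in 12042 protein-coding genes. Of 7 features, 3′ UTR length had the correlation across genes farthest from 0 in both cell types with the filter and genes described, with rho -0.304 in ESCs (-0.292 ± 0.0484 per culture, SD, n = 3) and -0.283 in EpiLCs (-0.277 ± 0.0105). Exon number followed with rho 0.233 and 0.203. Next came 5′ UTR length in ESCs (-0.166, and -0.148 in EpiLCs) and 3′ UTR GC content in EpiLCs (0.192, and 0.155 in ESCs). GC content of the coding sequence (0.0339 and 0.0753) and of the 5′ UTR (0.0715 and 0.0823) had weaker correlations, although that of the 5′ UTR was 0.249 and 0.262 without an expression filter. That of coding sequence length (-0.0527 and -0.0568) changed sign without an expression filter (0.0431 and 0.0578). Together the 7 features accounted for 25% of the variance in ESCs (24.1 ± 1.98 per culture) and 22.2% in EpiLCs (21.3 ± 1.25). This order was not stable. Exonic length includes the 3′ UTR, so adjusting for it takes out part of that feature. With expression and exonic length regressed out of the ranks, rho was -0.178 in ESCs and -0.159 in EpiLCs for 3′ UTR length. For exon number it was 0.408 and 0.371. Without an expression filter rho was -0.144 and -0.106 for 3′ UTR length, against 0.30 and 0.281 for exon number, so that 5′ UTR GC content also had the stronger correlation there. In ESC culture 3 it was -0.237 against 0.277 for exon number.

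MicroRNAs of the miR-290 and miR-302 family are abundant in these cells, so genes with a seed match for them were examined. The 2396 genes with a site had a median log2 stability -0.54 from that of the 9759 genes without in ESCs. Against lists matched on 3′ UTR length and expression the difference was -0.13 ± 0.02 in ESCs and -0.13 ± 0.02 in EpiLCs (SD, n = 3). It lay below each of 10000 matched lists in both. These lists were drawn from all genes, those with a site included, which makes the matched difference smaller in size. How much of the -0.54 went with 3′ UTR length and expression is therefore not settled. Shuffled heptamers with the same composition gave -0.13 to 0.06 in ESCs, where 1 of 100 sets lay at or below the real one, and -0.12 to 0.05 in EpiLCs, where each set lay above it. The stability change between the cell types was not different from that of matched genes (-0.01, percentile 18.5).

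Gene classes fixed beforehand were placed against all genes kept (mean ± SD of class medians, n = 3 cultures). Mitochondrially encoded genes (17) had the lowest relative stability, -5.52 ± 0.24 in ESCs and -4.75 ± 0.26 in EpiLCs. Reads on the mitochondrial chromosome made up 8.08 ± 1.03% of ESC 4sU and 5.53 ± 0.0442% of EpiLC 4sU libraries, against 0.487 ± 0.0427% and 0.407 ± 0.0138% of the total libraries. Zinc finger genes with a Zfp number (330) lay at -0.90 ± 0.06 and -0.79 ± 0.01, replication-dependent histone genes (57) at -0.77 ± 0.69 and -0.72 ± 0.19, and ribosomal protein genes (71) at 0.21 ± 0.26 and 0.10 ± 0.03. The fitted value of the ribosomal protein genes in EpiLCs was -0.03. In ESCs they lay at -0.08 in culture 3 and at -0.55 against genes matched on expression and exonic length. Their side of 0 was therefore not settled in either cell type.

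Between cell types, 3 of the 5 classes had a shift in stability. The median change was 0.80 for mitochondrially encoded genes, above 0 for 17 of 17 (limma camera adjusted p = 3.71e-05; fry 0.0129), 0.47 for long non-coding genes, above 0 for 706 of 879 (limma camera adjusted p = 2.79e-05; fry 4.53e-06), and 0.17 for Zfp-numbered genes, above 0 for 222 of 330 (limma camera adjusted p = 0.0432; fry 0.00811), against 0.11 over all genes. In each of these 3 classes every EpiLC culture lay above every ESC culture. All 3 calls held under fry, and with an estimated inter-gene correlation only that of the long non-coding genes did (limma camera adjusted p = 0.00233; mitochondrial 0.215, Zfp 0.402). With a block for each culture the limma camera adjusted p of the Zfp-numbered genes was 0.058. After removal of each library's GC trend the Zfp median was -0.008 relative to all genes. Ribosomal protein genes (0.11, limma camera adjusted p = 0.333) and histone genes (0.06, and -0.02 under the median-of-ratios scaling; limma camera adjusted p = 0.758) were not different.

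Relative stability in ESCs was also read for 6 genes that the study followed after blocking transcription (those time courses were not analysed here). Impact was the most stable at 0.92 ± 0.04 (SD, n = 3), at percentile 73.7 of all genes. Pgap1 (-0.16 ± 0.51), Esrrb (-0.53 ± 0.01) and Sall4 (-0.80 ± 0.26) followed, and Amotl2 (-1.60 ± 0.12, percentile 19.6) and Cyr61 (-2.90 ± 0.28, percentile 10.9) were the least stable. Cultures of Esrrb and Sall4 overlapped, while no other neighbours in this order did.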

Values the study reported

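The study reported 1890 genes with higher and 1532 genes with lower total RNA in EpiLCs than in ESCs. Changes in nascent and total RNA were correlated with a Spearman's rho of 0.88. In ESCs, the 25th and 75th percentiles of mRNA stability were given as 3.2-fold apart, and the most and least stable 1% of genes as more than 64-fold apart. For 3′ UTR length and stability the study gave a rho of −0.3, and its set of features, which was larger than the set used here, accounted for 25% of the variation.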

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

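Apart from the divisions of the cultures, the tests of explanations in this part were applied to the patterns after these were seen. The scalings, the removal of GC and length trends, and the matching on expression and exonic length had been planned as alternatives. Each result in this part stood out because the change between total and nascent RNA differed between ESCs and EpiLCs in a test of the interaction. No library was tested as an outlier within its group of 3. Sample quality weights and fits without each library were run only as alternatives.

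The interaction passed the threshold for 227 genes, 80.2% of them higher in EpiLCs. Of the 10 ways to divide the 6 cultures into 3 and 3, 1 gave as many genes, the real one; with 10 ways a chance division of the cultures cannot be told apart from the cell types by this count. The choice among the 4 scalings tried is argued against as the whole reason for the excess of higher calls, since the share stayed at 66.7% or above. The share did follow the scaling. It was 66.7% where the median stability change was 0.025 and 90.0% where that was 0.177. Part of the excess therefore went with scaling, and an offset outside this range was not tested. The excess depended on other choices: the share was 54.2% without an expression filter and 58.7% with the adjusted p alone. A difference between cell types and any difference in handling of the ESC and EpiLC cultures remain open, and the labels give no batch.

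Mitochondrially encoded genes changed by 0.80, against 0.11 over all genes. A scaling moves all genes alike, so it could not account for the class medians relative to all genes, in which each EpiLC culture lay above each ESC culture by at least 0.319. This test of scaling, used for each class below as well, took the place of earlier ones on the class median alone. GC content or gene length bias is argued against as the whole cause, with a median of 0.36 or more relative to all genes after either trend was removed. The class moved through its nascent RNA, which changed by a median of -0.72 while total RNA changed by 0.16. A candidate explanation is lower mitochondrial transcription or labelling in EpiLCs; this was not tested, and with an estimated correlation between the genes the class did not reach significance (limma camera adjusted p = 0.215).

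Zfp-numbered zinc finger genes changed by 0.17. Most of this, 0.11, was shared by all genes, and the median relative to all genes was 0.06. Library scaling between the assays is argued against for that remainder, since relative to all genes each EpiLC culture lay above each ESC culture by at least 0.050. GC content may account for the shift, since removing each library's GC trend left a median of -0.008 relative to all genes.

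Long non-coding genes changed by 0.47. Relative to all genes each EpiLC culture lay above each ESC culture by at least 0.282, which argues against scaling. Removal of the GC or length trend left at least 0.34 relative to all genes, so neither trend is likely to be the whole cause. More unspliced RNA of host genes in the EpiLC total libraries is argued against by the 626 genes with no same-strand protein-coding neighbour, whose median was still 0.31 relative to all genes. The median was 0.17 relative to genes matched on expression and exonic length, against 0.36 relative to all genes. Much of the shift thus went with these properties. No spread is available for the matched value, so low read counts remain open as a cause. A difference in stability between the cell types remains open as a hypothesis.

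Among single genes, B3gnt5 changed by 2.35, with a total RNA level that stayed level while nascent RNA fell by 2.34 on the log2 scale. A candidate explanation is that its mRNA had not yet followed the fall in transcription. Genes whose nascent RNA fell in replicate 1 had, as a set, a median stability change of 0.17 in replicates 2 and 3, against 0.04 for other genes; a set median does not decide a single gene, so for B3gnt5 this stays open. Col2a1 changed by 2.29 and Myl9 by 2.28. These are mesenchymal and muscle genes, so RNA from fibroblasts carried over in the EpiLC cultures was tested; Col1a1, which such cells would bring in abundance, reached a mean of only 1.77 CPM of library totals in EpiLC total RNA, which argues against it.

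Fam25c changed by -2.58, Cldn7 by -2.45 and Mir6236 by -2.35. The first had at most 9 reads in any EpiLC library and the second at most 7 in an ESC 4sU library, and each of the 3 lost its call when some single libraries were left out: Fam25c in 10 of 12 such fits, Cldn7 without ESC 4sU replicate 1 or 2, and Mir6236 without EpiLC total replicate 2 or 3, with adjusted p of up to 0.187, 0.0643 and 0.0682 (limma-voom). Mir6236 was among the loci with many 4sU reads and few total reads. Ribosomal RNA reads that match these loci could contribute; the longest stretch shared between 2 of them was 52 bases (Lars2 and Gm15564), Mir6236 shared at most 13 bases with any, and no ribosomal RNA sequence was used here, so this stays open.

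Pou5f1 changed by -1.05. Its adjusted p was under 0.05 (limma-voom, edgeR or DESeq2) in each of 12 fits that left out a library and in each of 15 other fits, from 6.36e-10 to 0.0145, and its stability change ran from -1.15 to -0.87. It passed the fold threshold in 11 and 10 of these, and missed it without ESC 4sU replicate 3 (-0.87). No technical explanation was tested for this gene alone; Pou5f1 has pseudogene copies in mouse, and reads that match them were dropped at alignment.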

How the results depend on the processing

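Of the values that answer a comparison, 82 tries under alternatives other than leaving out a library stayed within the replicate spread or near the count, 63 moved and 1 reversed. The cause was not tested except where the construction of the alternative shows it.

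Fewer or more genes tested, or another threshold, explain by construction these counts of higher and lower mRNA changes (2404 and 1653): 4241 and 2866 with no filter, 1483 higher at 10 CPM, 4617 and 4729 with the adjusted p alone, 1431 and 971 with limma treat. The nascent counts (1756 and 1993) likewise became 2848 higher with no filter, 1216 lower at 10 CPM, 3486 and 4245 with the adjusted p alone, and 898 and 867 with limma treat. A fit on only the 6 libraries of the assay gave 1875 and 1354 mRNA changes, sharing 3165 of the 4057 calls, and 1741 and 1701 nascent changes, sharing 3298 of the 3749 calls. With the GC trend removed 3751 of the mRNA and 3568 of the nascent calls were shared, and with the length trend removed 3687 and 3388.

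The stability counts (182 and 45) depended most on the settings. They were 97 and 82 with no filter (54.2% higher), 98 higher at 10 CPM, 397 and 279 with the adjusted p alone (58.7% higher), 2 and 0 with limma treat (107 and 27 at an unadjusted p under 0.05), 28 lower with library totals, 83 lower with DESeq2, 736 and 109 with sample quality weights, and 117 higher among protein-coding genes. Without both ESC replicate 3 libraries, an alternative added after the data were seen, they were 679 and 101, and 200 of the 227 calls were shared. Calls shared with the main setting were 177 under the median-of-ratios scaling, 198 with edgeR and 155 with DESeq2. They were 87 with no filter and 133 at 10 CPM. With a library left out they ran from 89 (EpiLC 4sU replicate 1) to 215 (ESC total replicate 3).

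Replicate numbers were tested as pairs. Deviations from the group means in 4sU and total libraries of the same number correlated with 0.16, 0.30 and 0.41 in ESCs. In EpiLCs the values were 0.07, 0.03 and 0.02. Those of ESC and EpiLC libraries of the same number correlated with -0.05 to -0.02 (4sU) and -0.08 to -0.01 (total). The ESC values are not independent of each other, because deviations within a group cancel out. A single ESC replicate apart in both assays, as seen above, would by itself make the others deviate together. Libraries of unlike number were not compared, so these values do not decide whether the number marks a pair. The protocol describes a split of the extract, but the labels do not say that the number marks it, and the fit without a block was kept. With the number as a block the stability counts were 281 and 75; with a block for each culture they were 432 and 90, of which 224 were among the 227 calls, and 491 and 91 with the GC trend or 545 and 104 with the length trend removed as well. Camera on the culture block gave an adjusted p of 0.058 for the Zfp-numbered genes (limma), and no other class changed its call.

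Leaving out a library in turn gave 2236 to 2552 higher and 1557 to 1638 lower mRNA changes, 1553 to 1790 higher and 1767 to 2007 lower nascent changes, and 72 to 570 higher and 20 to 86 lower stability changes. The lowest and highest came without EpiLC 4sU replicate 2 and without ESC total replicate 3 (higher), and without EpiLC total replicate 2 and without ESC total replicate 3 (lower). Fewer libraries do not by themselves account for the falls. The higher stability calls were 156, 189 and 203 without ESC 4sU replicates 1, 2 and 3, against 182 in the main fit. Nor do fewer libraries account for the rise without ESC total replicate 3. The 25 to 75 fold in EpiLCs ran from 3.65 to 3.82, and the seed-site difference from -0.16 to -0.12 in ESCs and from -0.15 to -0.13 in EpiLCs.

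With no filter the rho of nascent and mRNA change was 0.641, and with protein-coding genes 0.879. The 25 to 75 fold of stability in ESCs was 4.96 with no filter, 3.67 at 10 CPM and 3.17 for protein-coding genes, for which the 1 to 99 fold was 63.6; in EpiLCs the 25 to 75 fold was 3.61, 3.29 and 2.88 and the 1 to 99 fold 80.3, 81.5 and 43.7. The difference of long non-coding genes kept its sign: -1.65 with no filter, -3.07 against matched genes and -2.93 without neighbours in ESCs, and -1.31 with no filter, -2.83 at 10 CPM and -2.47 without neighbours in EpiLCs. The rho of 3′ UTR length in ESCs was -0.144 with no filter and -0.178 with expression and exonic length regressed out. In EpiLCs it was -0.106 with no filter, -0.309 at 10 CPM and -0.159 with both regressed out. The variance accounted for in ESCs was 21.7% with no filter. The seed-site difference was -0.10 with no filter, -0.15 at 10 CPM and -0.22 with matching on expression and exonic length in ESCs, and -0.21 with that matching in EpiLCs. The difference in stability change of seed-site genes reversed, from -0.01 to 0.002, with that matching.

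With no filter the rho of 5′ UTR GC content was 0.249 in ESCs and 0.262 in EpiLCs. Among the other results, these reversed. The rho of coding sequence length was 0.0431 in ESCs and 0.0578 in EpiLCs with no filter, and 0.176 and 0.156 with expression and exonic length regressed out. Ribosomal protein genes lay at -0.55 in ESCs against matched genes, and in EpiLCs at 0.87 with no filter and 0.04 without EpiLC total replicate 3 (-0.10 to 0.04 over the fits that left out a library). With no filter, histone genes lay at 0.33 and 0.17 and Zfp-numbered genes at 0.16 and 0.13 in ESCs and EpiLCs. The mRNA change of Sall4 was -0.00036 without EpiLC total replicate 3 (up to 0.088 over those fits). Over 1055 tries for 66 such results, single libraries left out included, 946 stayed, 80 moved, 15 became weaker and 2 stronger. The alternatives for genes named from the mRNA and nascent changes were added after the data were seen. Without a filter, genes with few reads enter with ratios near the floor, and the depth of the 4sU libraries limits stability for them.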

Other observations

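Apart from the divisions of the cultures and the comparison of long non-coding with matched genes, the tests of explanations in this part were chosen after the patterns they address were seen. The 99th percentile of stability in ESCs lay 188-fold above the 1st here. The study, quoted above, gave a lower bound only, and the 188-fold value, over genes of all types, meets that bound. With protein-coding genes alone the value was 63.6-fold, just short of the bound. The 25 to 75 fold in ESCs was 3.17 with protein-coding genes alone, and the rho of nascent and mRNA change 0.879. Both lie nearer the study's values than 4.31 and 0.829 over all genes. Which gene types the study's values cover is not clear, so the 188-fold value may rest on an unlike set of genes.

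For mRNA and nascent changes, as for stability, 1 of the 10 divisions of the 6 cultures gave as many genes, the real one (4057 and 3749 genes). In total RNA 1 other division, which put ESC replicates 1 and 2 with EpiLC replicate 3, gave 36 genes. The share of divisions cannot fall under 1 of 10. Other values argue against a chance division for both contrasts: rho within groups was at least 0.970, against at most 0.903 between cell types, and the second principal component, with 37.0% of the variance, separated the cell types.

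The lower stability of long non-coding than of protein-coding genes was tested against 2 technical explanations. Reads of host-gene pre-mRNA or readthrough are argued against, since genes with no same-strand protein-coding gene overlapping them or within 5000 bases upstream still differed by -2.93 in ESCs. Lower expression or shorter exonic length is argued against by a difference of -3.07 from matched genes. Faster turnover, or retention of unspliced RNA in the labelled pool, may remain; the counts do not separate them.

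A test of the steady-state assumption behind the ratio used replicate 1 to choose genes and replicates 2 and 3 to measure them. If mRNA lagged behind transcription, genes whose nascent RNA rose would have a lower, and those whose nascent RNA fell a higher, stability change than other genes. Both shifts were required at first and did not both appear; the directions were read separately only after the outcome was seen. For genes that rose the median was 0.073 (916 genes), against 0.04 for 8158 other genes, which argues against lag for them. Genes whose nascent RNA fell (1128) had a median of 0.17, higher than other genes by 0.17 in replicate 2 and 0.08 in replicate 3, which is consistent with a small lag in this set or with a difference in stability.

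Several mesenchymal and muscle genes rose in EpiLCs with higher apparent stability. Xist had higher apparent stability as well, but its total RNA rose (log2 change 2.15) while its nascent RNA fell (-1.29). All these genes were chosen after their values were seen. Dcn reached 4.63 ± 0.438, Tagln 294 ± 25.2 and Acta1 5.88 ± 0.249 CPM of library totals in EpiLC total RNA (SD, n = 3). Values of the fibroblast genes below are CPM of library totals too. A list of 15 fibroblast genes that left these out had 9 genes past the expression filter, 7 of them higher; its median mRNA change of 2.02 lay at percentile 99.8 of 10000 lists matched on expression, and its median stability change of 0.31 at percentile 50.4. Of the 15 genes, 5 already had a mean of at least 3 CPM in ESC total RNA, so the list is not specific to fibroblasts. Carried-over fibroblasts would bring collagen transcripts far above Dcn, but Col1a1 reached 1.77 ± 0.702, Col1a2 4.10 ± 0.674 and Col3a1 0.605 ± 0.245 CPM. That argues against fibroblast RNA as the cause. Expression of some of these genes by the EpiLCs or by a few differentiated cells of another type could account for the rise and was not tested.

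Reads on 4 loci, chosen after their values were seen, were concentrated in 4sU libraries: Lars2 reached 18130 and 20310 CPM of library totals in ESC and EpiLC 4sU libraries, against 33.1 and 39.7 in total libraries, and Gm23935, Mir6236 and Gm15564 had the same direction. Ribosomal RNA left in the 4sU libraries, which the total libraries lost by depletion, is a candidate source. Lars2 and Gm15564 shared a stretch of 52 bases, while every other pair of the loci compared shared 6 to 13. Because no ribosomal RNA sequence was used here, the source stayed open, and stability values of these loci are uncertain.

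TEC genes were mostly higher in EpiLC total RNA (255 higher and 24 lower), but not in nascent RNA (104 and 112). Genomic DNA in the EpiLC total libraries is argued against, because reads on olfactory and vomeronasal receptor genes took a share 0.925 times that of ESC total libraries. More unspliced host-gene RNA is a candidate explanation: the share of total reads was 1.71 times higher for TEC genes inside a same-strand protein-coding gene and 1.38 times for those outside. The rise outside such genes leaves part of the pattern without an explanation.

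ESC replicate 3 stood apart from ESC replicates 1 and 2 in both assays. GC content or gene length bias of library preparation was tested by correlating its deviation with both properties across 14710 genes. Spearman's rho with GC content was 0.295 for 4sU and -0.0793 for total RNA, and with exonic length -0.129 and 0.123; the signs were opposite between the assays, and the value of 0.123, the larger of the weaker ones, argues against a bias common to both. The labels allow for 2 library kits without saying which library used which, so a difference in kit is not excluded.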
